A study of Homo sapiens with 12 samples. Its data were reported in "Sorting and packaging of RNA into extracellular vesicles shape intracellular transcript levels" (2022).

How the data were processed

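HUVECs were amplified, per the authors, in endothelial medium with 5% fetal bovine serum and 5 ng/ml rhFGF and used at passages 2 to 8. For EV collection the serum was depleted of exosomes and lowered to 1%. For 48 h they received VEGF165 at 100 ng/ml, or water of the same volume, and EVs were collected from the conditioned medium by ultracentrifugation. The authors made single-end libraries with molecular barcodes from cell and EV RNA, trimmed the first bases, removed low-complexity reads, and removed rRNA reads by mapping with STAR 2.5.2b. They quantified transcripts of Ensembl release 90 with Salmon 0.8.2, removed PCR duplicates by barcode and position, and ran Salmon again. The reads themselves were not used here.

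The expected counts that Salmon estimated per transcript, as deposited by the authors, were the main measurement. They were summed over the transcripts of each gene and rounded to whole numbers. TPM, per the file headers and as deposited, were used for detection, for the abundance correlations and for a filter. Transcript length and effective length in nucleotides, per the file headers, were used for the length offset only, as means weighted by TPM. Each of the 12 files is a single library and none pools replicates.

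Transcripts were linked to genes with GENCODE 44 (Ensembl 110, GRCh38), which is newer than the annotation of the index. Of 199149 transcripts 97.8% were linked. The remainder, mostly retired transcripts, held 2.67 to 3.03% of the reads of cell libraries and 3.30 to 5.09% of those of EV libraries and stayed out of library sizes and tests. Genes were classed by biotype as mRNA or as lncRNA, the latter with pseudogenes as in the study's definition. Other RNA classes stayed out of the fits and were given as shares of reads only, with families of identical copies summed. Strand use of the libraries was not stated, so antisense and overlapping genes, read-through genes, pseudogenes and close paralogs are reported as uncertain.

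Each comparison was fitted in edgeR 4.0.16 (R 4.3.3, limma 3.58.1) on the libraries it compares. Genes were kept by filterByExpr with a minimum count of 10 and a minimum total of 15, factors were TMM, and genes were tested with glmQLFit and glmQLFTest. P-values were adjusted by the Benjamini-Hochberg method over the genes tested, with the study's threshold of 0.1. The interaction, VEGF EVs minus VEGF cells less H2O EVs minus H2O cells, was fitted on all 12 libraries with group means. SEs of log2 fold changes came from the quasi-likelihood fit. CPM used TMM-scaled library sizes within each comparison, so that the mean CPM of a group differs slightly between comparisons. A gene with no read in a group was given a floor of 3 counts over the group, and floors cover counting error only.

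At 10 CPM the shallowest EV library thus holds under 10 reads of a gene.

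These designs, thresholds, gene lists and alternatives were fixed before the data were examined. Genes were named by a rule fixed with them. In each comparison of 2 groups, genes past the threshold were taken if their 3 libraries all lay above the 3 of the other group and their mean reached 10 CPM in the higher group. Of these the 6 with the largest absolute log2 fold change and the 6 with the lowest p in each direction could be named. For the interaction the 5 largest in each direction with 10 CPM in any group were used. Up to 4 members of each list with the lowest p could be named whether or not they passed, and the study's own genes in the EV against cell comparisons. The 10 genes with the largest change in cells were followed into EVs. XIST and Y-linked genes were not named or plotted.

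The 28 gene lists covered cytosolic ribosomal proteins, translation factors, mitochondrially encoded mRNAs, nuclear oxidative phosphorylation subunits, replication-dependent histones, snoRNA hosts, nuclear-retained lncRNAs, ribosomal DNA repeat lncRNAs, tip cell genes, NFAT and early response genes, coagulation, junctions, leukocyte adhesion, Notch and arteriovenous identity, TGF-beta targets and matrix, proliferation, cholesterol synthesis, glycolysis and hypoxia, unfolded protein response, interferon response, EV biogenesis, hnRNP and EV-associated RNA-binding proteins, the genes the study tested by PCR or named, endothelial identity, and markers of stromal, blood, epithelial and liver or serum origin. Lists were tested with camera at a preset inter-gene correlation of 0.01, with an estimated correlation beside it and fry as an alternative, and needed 5 tested members. The blood and the liver or serum lists fell short of that in every comparison and the stromal and epithelial lists in EVs. The symbols written for the ribosomal DNA repeat list are not used by GENCODE 44, so that its genes were matched by position, within 50 kb of annotated 5.8S copies, and by Ensembl ID. A few older symbols in other lists had no match. Results of the cholesterol synthesis list in the EV against cell comparisons are not reported here.

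Alternatives were RLE, upper-quartile and library size scaling, no low-count filter, a TPM filter, DESeq2 1.42.0, limma-voom with quality weights, a length offset, DESeq2 with the length offset and a TPM filter as in the study, a block for the replicate number, a single fit of all 12 libraries, depth thinned to the shallowest library, mRNA alone, a threshold of 0.05 and leaving out each library in turn. Chosen after seeing the data were the TPM filter on rescaled values, leaving out both EV libraries numbered 2, leaving out VEGF cell library 2 with H2O cell library 3, and feature lists from the length offset fit.

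Features came from 1 primary transcript per gene in GENCODE 44. Differences of medians were tested with 100000 permutations and adjusted over the 7 features at 0.05. Shares of RNA classes were compared by exact permutation of the libraries. Packaging correlations and slopes were set against 25 simulated data sets of each kind, and 1000 bootstrap resamples of genes gave the interval of the slope. The steps were tested on simulated data. With planted changes of 2-fold and 4-fold, the share of changed genes recovered was 1.03% and 22.4% for EVs against cells after H2O, 6.32% and 43.2% after VEGF, 52.2% and 93.5% for cells, 4.40% and 54.3% for EVs, and 3.09% and 23.4% for the interaction. Tables and figures used Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and Matplotlib 3.10.9.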

Results

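RNA sequencing was analysed from human umbilical vein endothelial cells (HUVECs) and from the extracellular vesicles (EVs) that they release into their medium. The cultures had received VEGF, the growth factor that drives endothelial sprouting, or an equal volume of water (H2O). The 12 libraries formed 4 groups of 3, namely H2O cells, H2O EVs, VEGF cells and VEGF EVs. Cell libraries held 6.61, 6.04 and 5.52 M reads (M, 1e+06) after H2O and 7.15, 8.69 and 7.84 M after VEGF. EV libraries were shallower, with 0.809, 1.88 and 0.794 M reads after H2O and 2.27, 2.93 and 1.51 M after VEGF. No label says that replicates came from separate cultures or donors, so p-values measure only the spread between these samples, which may be technical. Log2 fold changes are given ± SE and counts per 1e+06 reads (CPM) as mean ± SD over 3 libraries, with CPM scaled within each comparison. Coordinates are those of GRCh38.

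Messenger RNA made up 91.6 ± 1.83% of the reads of H2O cells and 56.7 ± 18.8% of those of H2O EVs (n = 3 each). The difference went to lncRNAs, at 7.06 ± 1.77% in H2O cells and 29.5 ± 12.6% in H2O EVs, and to other RNA classes, at 1.34 ± 0.227% and 13.8 ± 6.65%. Within the lncRNAs, 7 genes annotated in or matched to the ribosomal DNA repeats took 0.108 ± 0.034% of the reads of H2O cells and 24.8 ± 13.9% of those of H2O EVs. The 5.8S rRNA genes rose from 0.0816 ± 0.00693% to 8.81 ± 4.94%. Mitochondrially encoded mRNAs, made inside the organelle, lay at 4.41 ± 0.714% in H2O cells and 1.48 ± 1.61% in H2O EVs. After VEGF the same shares were 93.4 ± 1.58% and 74.2 ± 5.555% for mRNA, 5.26 ± 1.54% and 16.3 ± 3.11% for lncRNA, and 0.172 ± 0.045% and 10.01 ± 3.75% for the ribosomal DNA repeat lncRNAs. In each of these pairs all 3 EV libraries lay on the same side of all 3 cell libraries, and the exact two-sided permutation test gave p = 0.1, the smallest it can give with 3 against 3. Mitochondrially encoded mRNAs after VEGF were the exception among the shares tested, at 4.04 ± 0.655% in cells and 3.53 ± 4.75% in EVs (exact permutation p = 1.0). VEGF EV library 3 alone, at 8.99%, made that exception, since the other VEGF EV libraries, at 0.318 and 1.28%, lay below every VEGF cell library. Of the shares above and that of the 10 most abundant genes, only the latter separated VEGF from H2O, in cells.

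**Figure D1:**
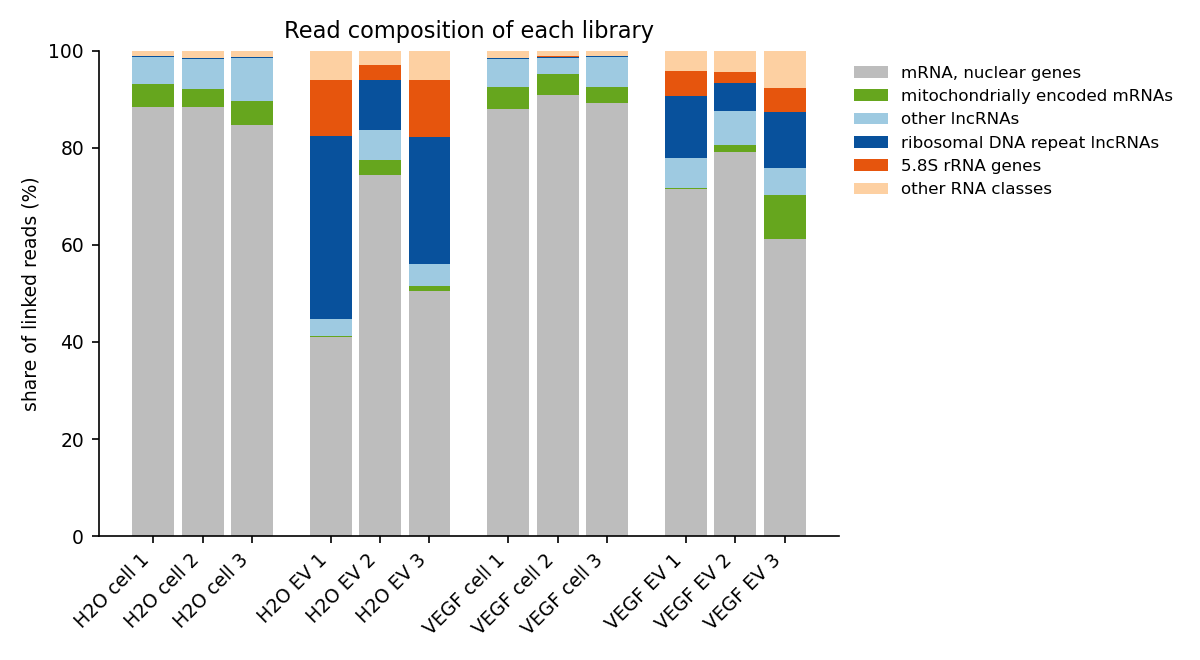
Percent of gene-linked reads by RNA class in each of the 12 libraries, stacked from 0 to 100. The ribosomal DNA repeat lncRNAs and 5.8S rRNA genes are visible in all 6 EV libraries and are under 1% in the cell libraries.

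At a mean TPM of 1, 11559 mRNAs and 4607 lncRNAs were detected in H2O cells and 6079 mRNAs and 570 lncRNAs in H2O EVs. Both compartments shared 6060 mRNAs, 52.4% of those of the cells, and 527 lncRNAs. After VEGF, 11323 mRNAs and 3410 lncRNAs were detected in cells, 7543 and 929 in EVs, and 7512 and 804 in both. Once TPM was rescaled over mRNA and lncRNA genes alone, which takes out the other RNA classes, both H2O compartments shared 10899 mRNAs and 2622 lncRNAs. Across the genes detected in both compartments, which are not independent replicates, EV and cell abundance correlated with Pearson r = 0.874 for mRNA and 0.738 for lncRNA after H2O, and 0.871 and 0.777 after VEGF. Without the H2O EV library numbered 2 the mRNA value after H2O was 0.778. Replicate libraries correlated at r = 0.972 to 0.987 among cells, at 0.812 to 0.870 among VEGF EVs and at 0.754 to 0.808 among H2O EVs. The EV libraries numbered 2 lay nearest to the cells, with a mean r of 0.910 after H2O and 0.913 after VEGF against 0.7996 to 0.857 for the other EV libraries.

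The first comparison asked which RNAs were packaged into the EVs of H2O cultures out of proportion to their level in the cells. Of 13495 genes tested with edgeR, 319 mRNAs and 51 lncRNAs were EV-enriched and 144 mRNAs and 33 lncRNAs EV-depleted at an adjusted p under 0.1. The mRNA of RAB13, a small GTPase of vesicle traffic (ENSG00000143545, chromosome 1, 153981617 to 153986358), stood at 48.3 ± 4.07 CPM in cells and 2128 ± 960.0 in EVs, a log2 fold change of 5.46 ± 0.40 (adjusted p = 1.99e-04). TRAK2, a kinesin adaptor that carries mitochondria along microtubules (ENSG00000115993, chromosome 2, 201377207 to 201451500), followed at 4.58 ± 0.40, and ANP32B, a nuclear histone chaperone (chromosome 9, 97983341 to 98015943), at 4.04 ± 0.35. EZR, which ties membrane to cortical actin (chromosome 6, 158765741 to 158819368), went from 46.8 ± 5.81 to 287 ± 23.2 CPM. Among the EV-depleted mRNAs were REV3L, the catalytic subunit of DNA polymerase zeta (chromosome 6, 111299028 to 111483715), at -2.40 ± 0.32, PUM2, a repressor that binds 3′ UTRs (chromosome 2, 20248691 to 20352234), at -2.02 ± 0.28, and DHX29, a helicase of translation initiation, at -2.28 ± 0.35.

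Further EV-depleted genes were THSD7A, a membrane protein of endothelial migration, at -4.05 ± 0.59, and NBPF12 at -5.43 ± 0.73. In H2O EVs NBPF12 had reads in library 2 alone, and paralogs share its sequence, so that its value is uncertain. SLC2A10, a glucose transporter, had no read in H2O EVs and was at least 10.6-fold lower there, and COL3A1, a fibrillar collagen, at least 6.84-fold lower, with the floor set at 3 counts over the group (such floors cover counting error only). PKD1P1, SMG1P3, HERC2P3 and PPIAP22, all pseudogenes, and the read-through HNRNPUL2-BSCL2 also had no read in H2O EVs. They were at least 21.1-fold, 12.9-fold, 12.5-fold, 11.1-fold and 25.5-fold lower, but reads shared with their parent genes leave these values uncertain. OPN1MW, a cone opsin with near-identical paralogs, had no read in H2O cells and 16.4 ± 10.5 CPM in EVs, and its identity is uncertain for the same reason. HBB, the beta chain of haemoglobin, rose from 0.364 ± 0.410 to 99.7 ± 58.8 CPM (7.87 ± 0.75).

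The lncRNAs with the largest enrichment belonged to the ribosomal DNA repeat list. ENSG00000281383 (chromosome 21, 8254592 to 8255514) stood at 16.0 ± 5.07 CPM in cells and 39002 ± 31852 in EVs (11.24 ± 0.99), and ENSG00000283907 (chromosome 19, 35557928 to 35581960) was enriched by 8.99 ± 0.74. ENSG00000281181, ENSG00000280614 and ENSG00000280800, near-identical copies counted as separate members, each lay at 8.68 ± 0.88. Of 7 list members tested 5 were EV-enriched, also 5 adjusted over the list alone, with a median of 8.68 (camera adjusted p = 2.64e-28, and adjusted p = 0.131 with an estimated correlation). This list and those of ribosomal proteins, translation factors and PCR targets were chosen with published results on these samples in view, so their counts are not independent evidence.

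Genes of protein synthesis were EV-enriched as groups. Of 78 cytosolic ribosomal protein mRNAs, 73 were EV-enriched, 75 adjusted over the list alone, with a median log2 fold change of 1.35 (camera adjusted p = 5.61e-82, and adjusted p = 0.194 with an estimated correlation). RPS19 rose by 1.798 ± 0.263, RPL36 by 1.73 ± 0.24 and RPL37A by 1.495 ± 0.226. Of 41 translation initiation and elongation factors 11 were EV-enriched, 21 adjusted over the list alone (median 0.73, camera adjusted p = 4.14e-13, adjusted p = 0.211 with an estimated correlation), among them TPT1 at 1.36 ± 0.27 and EEF1G at 1.31 ± 0.27. The genes the study had tested by PCR or named gave 11 enriched and 1 depleted of 27, 14 and 5 adjusted over the list alone (median 1.04, camera adjusted p = 1.16e-12, adjusted p = 0.131 with an estimated correlation). CRTAP, a collagen-modifying protein, rose by 1.77 ± 0.29, while TMSB4X, an actin-sequestering peptide, did not pass at 0.48 ± 0.27 (adjusted p = 0.387).

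Histones, respiratory subunits and cell cycle genes followed. All 64 replication-dependent histone mRNAs tested had positive values, 11 passed, 40 did so adjusted over the list alone, and the median was 1.18 (camera adjusted p = 2.17e-21, adjusted p = 0.211 with an estimated correlation). H2AC11 lay at 1.94 ± 0.38 and H2AC19 at 1.70 ± 0.31. Nuclear-encoded subunits of oxidative phosphorylation gave 11 EV-enriched of 76, 29 adjusted over the list alone (median 0.65, camera adjusted p = 1.18e-12, adjusted p = 0.211 with an estimated correlation). NDUFV2 lay at 1.36 ± 0.30. Proliferation genes gave 3 of 40, 10 adjusted over the list alone (median 0.70, camera adjusted p = 4.22e-07, adjusted p = 0.267 with an estimated correlation), namely HMGB2, CCNB1 and RRM2. The snoRNA host lncRNAs gave 7 of 27, 11 higher and 1 lower adjusted over the list alone (median 0.78, camera adjusted p = 2.24e-05, adjusted p = 0.237 with an estimated correlation). SNHG5 lay at 1.46 ± 0.26 and SNHG25 at 2.88 ± 0.66.

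RNA-binding proteins of the hnRNP and EV-associated list gave 6 EV-enriched of 35, 6 higher and 1 lower adjusted over the list alone, with YBX1 at 2.18 ± 0.31. Their median of 0.03 turned to -0.53 with library size scaling, though relative to all genes under that scaling it was 0.0003 (camera adjusted p = 0.0210, adjusted p = 0.211 with an estimated correlation). Glycolysis and hypoxia genes gave 2 of 26 over all genes and adjusted over the list alone, GAPDH at 1.45 ± 0.27 and ALDOA at 1.16 ± 0.27. The median of that list was just under 0, its mean 0.12 and its test positive (camera adjusted p = 0.0907, adjusted p = 0.291 with an estimated correlation), and its median was -0.53 with library size scaling but 0.005 relative to all genes under it.

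Matrix, interferon and mitochondrially encoded genes were the EV-depleted groups. Of 35 TGF-beta targets and matrix genes 4 were EV-depleted, 15 adjusted over the list alone (median -0.66, camera adjusted p = 3.52e-05, adjusted p = 0.291 with an estimated correlation). COL6A1 lay at -3.27 ± 0.76, COL8A1 at -1.36 ± 0.35 and the membrane protease MMP14 at -0.82 ± 0.22. Interferon response genes gave 1 of 23, IFI44L, over all genes and adjusted over the list alone (median -0.53, camera adjusted p = 0.0217, adjusted p = 0.692 with an estimated correlation). The 13 mitochondrially encoded mRNAs had a median of -1.09 (camera adjusted p = 6.38e-05, adjusted p = 0.608 with an estimated correlation), and in edgeR 0 of them passed, with 2 at an unadjusted p under 0.05 and 0 in DESeq2 or limma-voom. Without H2O EV library 1 or 2 that median was -0.622 or -2.17.

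The remaining lists here did not pass camera in H2O cultures, though single members did. ERG, an endothelial transcription factor, was EV-enriched by 1.96 ± 0.26, SOX18 by 0.98 ± 0.26, A2M, a protease inhibitor, by 2.90 ± 0.63, ESM1, a tip cell marker, by 1.72 ± 0.40 and the keratin KRT19 by 2.38 ± 0.64. NRP1, a VEGF co-receptor, was EV-depleted at -0.77 ± 0.21, as were PTPRB at -1.02 ± 0.26, DNAJC3 at -1.25 ± 0.27, HYOU1 at -1.12 ± 0.27 and the lncRNA MEG3 at -1.21 ± 0.33. The counts enriched and depleted over all genes were 1 and 1 of 27 tip cell genes, 2 of 24 endothelial identity genes, 2 of 22 Notch and arteriovenous genes, 1 of 19 coagulation genes, and 1 depleted of 21 junction genes. Among unfolded protein response genes 2 of 21 and 1 of 10 nuclear-retained lncRNAs were EV-depleted. Adjusted over the list alone, 5 tip cell genes were enriched and 10 depleted, 5 and 6 coagulation genes, 4 and 3 endothelial identity genes, 4 and 3 Notch and arteriovenous genes, and 2 and 7 unfolded protein response genes. The median, mean and test differed in sign for the tip cell, coagulation, Notch, EV biogenesis and stromal lists. In edgeR 0 of 23 early response, 0 of 21 leukocyte adhesion and 0 of 40 EV biogenesis genes passed over all genes, with 4, 2 and 2 at an unadjusted p under 0.05, 3, 0 and 1 in DESeq2 and 0 in limma-voom. Markers of other cells were few, with 1 of 5 epithelial genes enriched and 1 of 5 stromal genes depleted.

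Of the 547 genes that passed, 542 had all 3 libraries of one compartment above all 3 of the other, an arrangement that chance gives to 10% of genes and that 28.5% of all genes tested had. The count was 34 with library size scaling, which moved the median of all genes from -0.08 to -0.61, 61 with a transcript length offset, 1410 with DESeq2 and 355 with limma-voom. It fell to 41, 77 and 17 without H2O cell library 1, 2 or 3 in turn, and was 2316 without H2O EV library 2. The excess of EV-enriched over EV-depleted genes, 370 to 177, was not kept throughout, with 626 to 611 in DESeq2 with a length offset and a TPM of 1 and 995 to 1321 without H2O EV library 2. Camera no longer passed the glycolysis list without H2O EV library 1 or 3 or H2O cell library 3 (adjusted p = 0.188, 0.135 and 0.110) and the interferon list without H2O EV library 1 or 3 (adjusted p = 0.170 and 0.115).

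**Figure D2:**
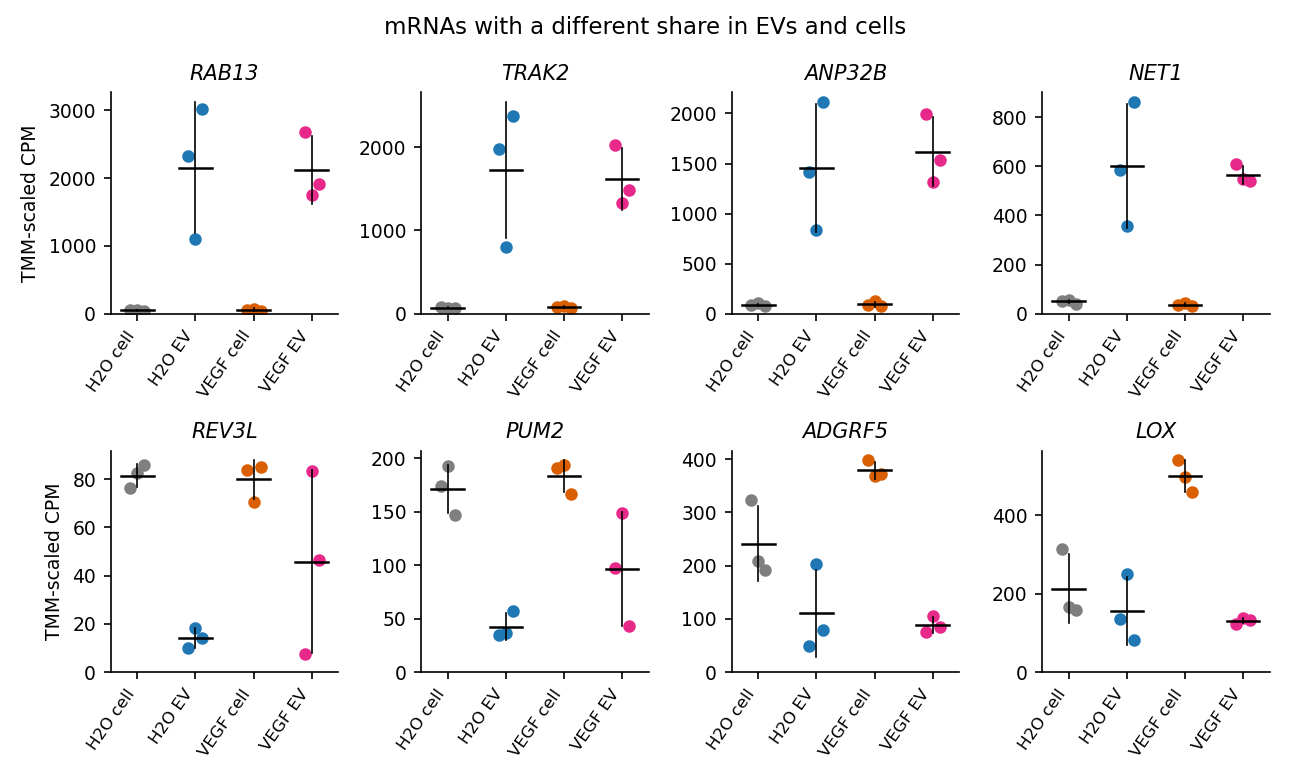
Normalised CPM of 8 mRNAs in the cell and EV libraries of both treatments, with a dot per library, a line at the mean and a bar of 1 SD. RAB13, TRAK2, ANP32B and NET1 lie higher in all EV libraries than in all cell libraries of their treatment.

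The second comparison asked the same question in VEGF-treated cultures, whose EV libraries were deeper. Of 13813 genes tested, 891 mRNAs and 146 lncRNAs were EV-enriched and 924 mRNAs and 50 lncRNAs EV-depleted. RAB13 was again enriched, from 60.6 ± 17.6 to 2190.4 ± 521 CPM (5.17 ± 0.33), as were TRAK2 at 4.38 ± 0.27 and ANP32B at 4.11 ± 0.29. NET1, an exchange factor for RhoA (ENSG00000173848, chromosome 10, 5412557 to 5459056), rose by 3.96 ± 0.21 (adjusted p = 7.30e-05), the zinc-binding metallothionein MT2A by 3.57 ± 0.21, the kinesin KIF1C by 3.56 ± 0.25 and RASSF3, a Ras-association protein, by 3.23 ± 0.23. Among the EV-depleted mRNAs with the lowest p were ADGRF5, an adhesion receptor (ENSG00000069122, chromosome 6, 46852522 to 46954943), from 384 ± 14.8 to 91.7 ± 15.0 CPM (-2.06 ± 0.19), the collagen cross-linker LOX at -1.90 ± 0.18, the Wnt receptor FZD4 at -1.82 ± 0.18, the sheddase ADAM10 at -1.86 ± 0.19 and HEG1, a receptor of vessel integrity, at -1.76 ± 0.19.

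HBB was at 0.327 ± 0.0834 CPM in VEGF cells and 74.1 ± 53.3 in VEGF EVs (7.72 ± 0.73). THSD7A was depleted again at -5.11 ± 1.09, with reads in VEGF EV library 2 alone among the EVs. LMBRD1, a lysosomal cobalamin exporter, had no read in VEGF EVs and was at least 21.3-fold lower. The pseudogenes SMG1P1 and SMG1P4 and the read-through BLOC1S5-TXNDC5 were at least 25.8-fold, 19.9-fold and 26.8-fold lower, with the same doubt about shared reads. VIM-AS1 (-5.38 ± 0.60) and ENSG00000269968 (-5.06 ± 0.43), which lies opposite GAPDH, are antisense to abundant mRNAs, and since the use of strand is not known here their values are uncertain. ENSG00000264668, a read-through of ZFP41 and GLI4 and uncertain as such, stood at 0.157 ± 0.272 and 14.0 ± 13.7 CPM.

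The groups enriched after H2O were enriched after VEGF as well. Ribosomal proteins gave 74 of 79, 77 adjusted over the list alone (median 1.62, camera adjusted p = 8.21e-80, adjusted p = 0.128 with an estimated correlation). RPL36 lay at 2.12 ± 0.22 and RPL26 at 2.40 ± 0.35. Translation factors gave 22 of 41, 26 adjusted over the list alone (median 0.82, camera adjusted p = 2.81e-12, adjusted p = 0.228 with an estimated correlation), EEF1D at 1.70 ± 0.25 among them. Histones gave 37 of 64, 50 adjusted over the list alone (median 1.13, camera adjusted p = 1.34e-22, adjusted p = 0.144 with an estimated correlation). H3C10 lay at 1.83 ± 0.23. Oxidative phosphorylation subunits gave 31 of 76, 45 adjusted over the list alone (median 0.80, camera adjusted p = 3.32e-12, adjusted p = 0.254 with an estimated correlation). NDUFB7 lay at 1.95 ± 0.29. Proliferation genes gave 11 of 40, 18 adjusted over the list alone (median 0.63, camera adjusted p = 8.72e-06, adjusted p = 0.231 with an estimated correlation). The survivin gene BIRC5 lay at 1.95 ± 0.24.

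The snoRNA hosts gave 13 EV-enriched of 27, 15 adjusted over the list alone (median 0.84, camera adjusted p = 1.56e-10, adjusted p = 0.128 with an estimated correlation). SNHG25 lay at 3.81 ± 0.34 and SNHG19 at 3.44 ± 0.48. Ribosomal DNA repeat lncRNAs gave 5 of 7, all 7 adjusted over the list alone (median 6.18, camera adjusted p = 3.64e-24, adjusted p = 0.128 with an estimated correlation). Glycolysis genes gave 9 enriched and 1 depleted of 28, 13 and 2 adjusted over the list alone (median 0.40, camera adjusted p = 0.00487, adjusted p = 0.263 with an estimated correlation). GAPDH lay at 1.72 ± 0.26 and LDHA at 1.02 ± 0.20. The hnRNP list gave 8 and 1 of 35 over all genes and adjusted over the list alone, with a median of 0.18 that turned to -0.06 with library size scaling but was 0.19 relative to all genes under it (camera adjusted p = 0.00152, adjusted p = 0.264 with an estimated correlation), HNRNPA1 at 1.45 ± 0.23. The study's own genes gave 14 and 3 of 27, 15 and 5 adjusted over the list alone (median 0.79, camera adjusted p = 6.88e-12, adjusted p = 0.128 with an estimated correlation), with THBS1, an angiogenesis inhibitor, depleted at -1.76 ± 0.35 and GPR107 at -1.62 ± 0.24. Epithelial markers gave 3 of 6, 4 higher and 1 lower adjusted over the list alone (median 1.11, camera adjusted p = 0.0215, adjusted p = 0.228 with an estimated correlation), led by KRT18 at 1.48 ± 0.25, which endothelial cells also express.

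Endothelial and VEGF-response genes were EV-depleted after VEGF. Of 27 tip cell and angiogenic genes 17 were depleted, 18 adjusted over the list alone (median -1.24, camera adjusted p = 2.50e-15, adjusted p = 0.144 with an estimated correlation). They included ESM1 at -1.98 ± 0.23, the chemokine receptor CXCR4 at -1.79 ± 0.22, NRP1 at -1.44 ± 0.20 and the apelin gene APLN at -1.32 ± 0.18. Junction and permeability genes gave 12 of 22, 14 adjusted over the list alone (median -1.18, camera adjusted p = 2.43e-09, adjusted p = 0.144 with an estimated correlation). F11R lay at -1.55 ± 0.22 and ESAM at -1.47 ± 0.19. Endothelial identity genes gave 3 enriched and 13 depleted of 24, 3 and 16 adjusted over the list alone (median -0.95, camera adjusted p = 1.45e-05, adjusted p = 0.229 with an estimated correlation). The VEGF receptor KDR lay at -1.76 ± 0.24 and CD34 at -1.31 ± 0.19, whereas ERG was enriched at 1.99 ± 0.21. Coagulation genes gave 1 and 8 of 19, 1 and 11 adjusted over the list alone (median -0.68, camera adjusted p = 5.99e-06, adjusted p = 0.229 with an estimated correlation). The thrombin receptor F2R lay at -1.77 ± 0.28 and protein S, PROS1, at -2.33 ± 0.42. TGF-beta targets and matrix genes gave 19 of 36, 3 higher and 22 lower adjusted over the list alone (median -0.85, camera adjusted p = 9.27e-10, adjusted p = 0.228 with an estimated correlation). COL4A1 lay at -1.83 ± 0.25 and FBN1 at -2.05 ± 0.28.

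Early response genes gave 5 EV-depleted of 28, 6 adjusted over the list alone (median -0.36, camera adjusted p = 0.0179, adjusted p = 0.296 with an estimated correlation). SPRY1, a brake on receptor signalling, lay at -2.69 ± 0.37 and the transcription factor EGR1 at -2.44 ± 0.44. Notch, arterial and venous genes gave 1 and 8 of 24, 1 and 9 adjusted over the list alone (median -0.42, camera adjusted p = 0.0193, adjusted p = 0.349 with an estimated correlation). Unfolded protein response genes gave 3 and 8 of 22, 4 and 8 adjusted over the list alone (median -0.36, camera adjusted p = 0.0518, adjusted p = 0.322 with an estimated correlation). The chaperone HSPA5 of the endoplasmic reticulum lay at -1.54 ± 0.21 and its partner DNAJC3 at -2.11 ± 0.30, while the stress transcription factor DDIT3 was enriched at 2.84 ± 0.47. Interferon genes gave 5 of 24, 1 higher and 9 lower adjusted over the list alone (median -0.75, camera adjusted p = 0.0129, adjusted p = 0.296 with an estimated correlation), MX1 at -2.60 ± 0.41 and OAS3 at -1.32 ± 0.32.

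Lists that did not pass camera after VEGF included those of EV biogenesis, with 2 enriched and 3 depleted of 40, leukocyte adhesion with 1 and 2 of 20, stromal markers with 1 enriched of 5, nuclear-retained lncRNAs with 1 and 2 of 10, and mitochondrially encoded mRNAs. Adjusted over the list alone the EV biogenesis list gave 2 enriched and 2 depleted and the nuclear-retained lncRNAs 1 and 3, while the leukocyte and stromal counts were as over all genes. Tetraspanins CD63 (-0.998 ± 0.216) and CD81 (-1.03 ± 0.23) had EV-depleted mRNAs. MALAT1, a lncRNA of nuclear speckles, was enriched at 1.17 ± 0.38, while MEG3 at -1.27 ± 0.29 and NORAD at -0.91 ± 0.21 were depleted. The 13 mitochondrially encoded mRNAs had a median of 0.38 with a test in the negative direction (camera adjusted p = 0.553), and 0 passed in edgeR, DESeq2 or limma-voom, with 0 at an unadjusted p under 0.05. Without VEGF EV library 3 the median was -2.187 and the list passed as EV-depleted (camera adjusted p = 5.37e-11). The median and mean of the nuclear-retained list also differed in sign.

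Of the 2011 genes that passed after VEGF, 1986 had separated compartments, against 33.1% of all genes tested. The count was 710 with the length offset, 718, 968 and 761 without VEGF cell library 1, 2 or 3, and 3436 without VEGF EV library 3, and library size scaling moved the median of all genes from 0.01 to -0.24. That scaling also turned the balance of EV-enriched to EV-depleted genes from 1037 and 974 to 582 and 1490. Camera no longer passed the Notch list without VEGF EV library 2 (adjusted p = 0.159) and the unfolded protein list without VEGF EV library 1 (adjusted p = 0.216). Of 13007 genes tested under both treatments, 301 were EV-enriched in both against 27.2 if the lists were independent, 56 were EV-depleted in both against 12.5, and 5 were enriched after H2O and depleted after VEGF. Of the genes EV-enriched after H2O 95.8% had the same sign after VEGF, and of the depleted 82.6%. No library entered both comparisons.

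**Figure D3:**
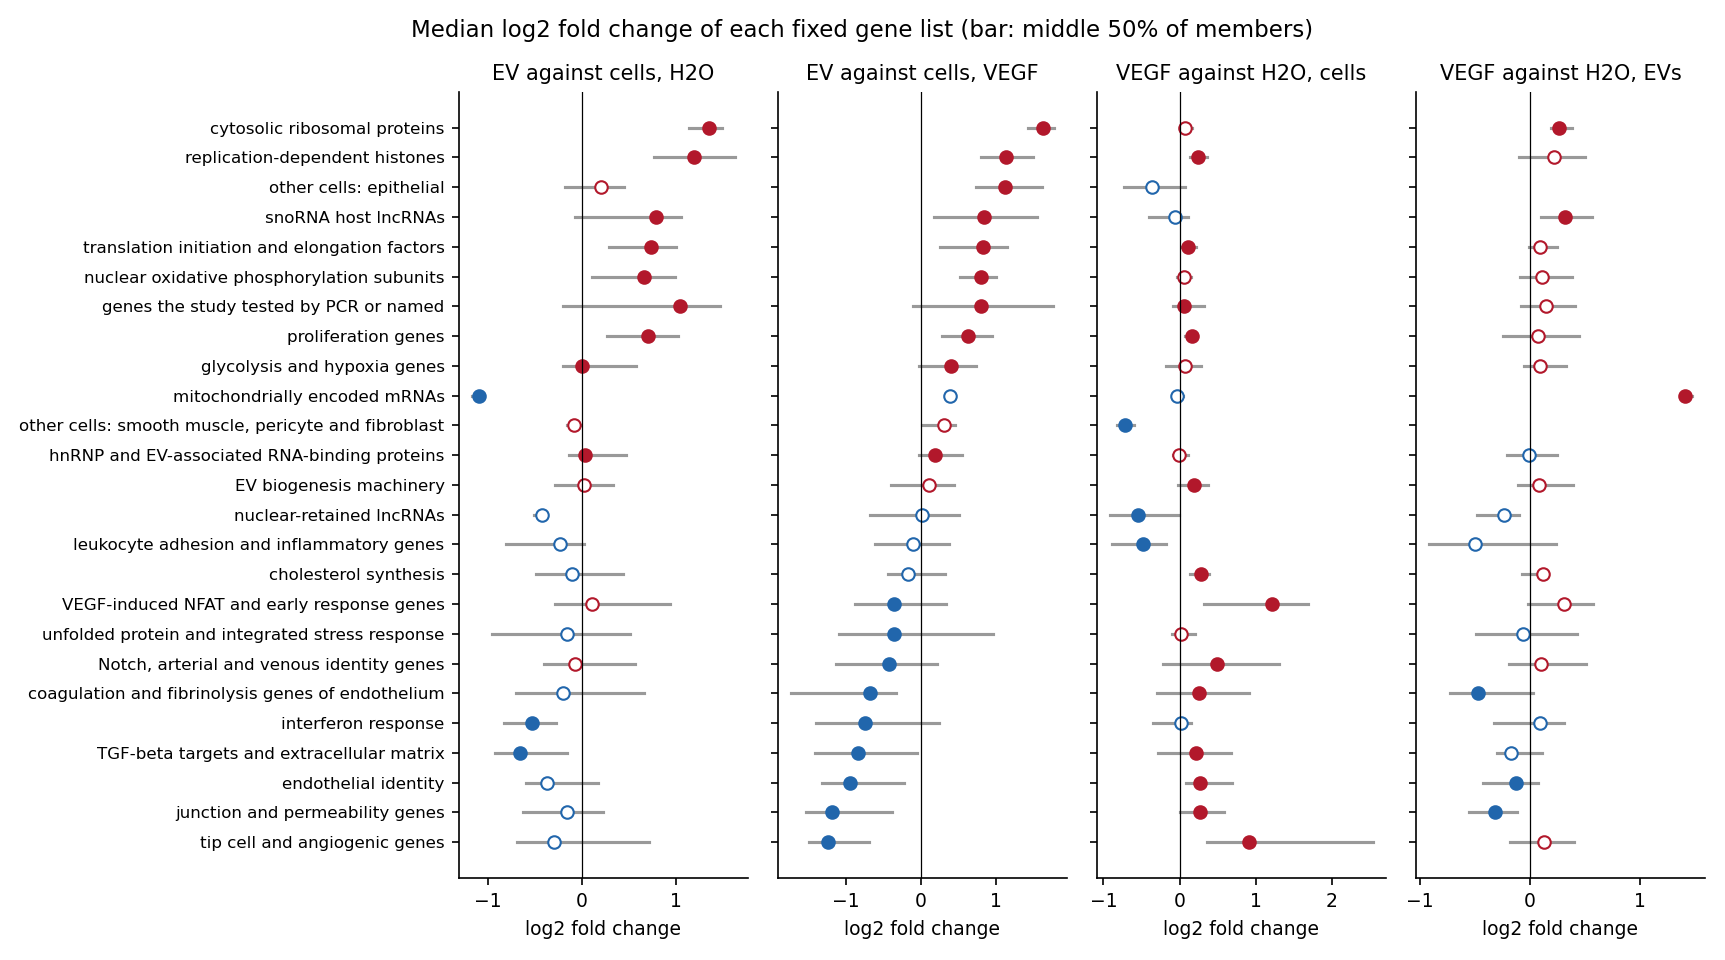
Median log2 fold change of each gene list in the 4 comparisons between groups, with grey bars over the middle 50% of members. Filled circles mark a camera adjusted p under 0.1, in red where the test was positive and blue where negative, and the ribosomal DNA repeat list is left off the scale.

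Transcript features were compared between 353 EV-enriched and 165 EV-depleted genes of H2O cultures with permutation tests of the medians, two-sided and adjusted over 7 features. The primary transcript had a median length of 1477 nt in the enriched genes and 4942 nt in the depleted genes, and the coding sequence 631.5 against 2334 nt (adjusted permutation p = 2.33e-05 each). The 5′ UTR measured 104 against 173 nt (adjusted permutation p = 3.5e-05) and the 3′ UTR 586.5 against 1719 nt (adjusted permutation p = 2.33e-05). The unadjusted p of 1e-05 behind the transcript, coding sequence and 3′ UTR values is the smallest these permutations can give. AUUUA motifs, which can recruit decay factors, numbered 1.28 against 1.88 per kb of 3′ UTR (adjusted permutation p = 0.0305). That difference did not pass without ribosomal proteins, with genes matched on abundance, or without H2O EV library 1 or 3 (adjusted permutation p = 0.208, 0.0791, 0.139 and 0.253). Exons per kb, 3.33 against 3.05, and GC content, 49.2% against 47.5%, did not differ past the threshold (adjusted permutation p = 0.435 and 0.143). Both did without H2O EV library 2, by 0.504 exons per kb and 4.55% (adjusted permutation p = 0.00054 and 1.17e-05). Exons per kb also passed with the most abundant transcript of each gene (1.32, adjusted permutation p = 0.0212) and GC content with lists from DESeq2 (1.53%, adjusted permutation p = 0.0266). The difference in exons per kb was negative, without passing, without ribosomal proteins (-0.141), matched on abundance (-0.234), without H2O EV 3 (-0.307) or H2O cell 2 (-0.229) and with the length offset lists (-0.943), as was that in GC content without H2O EV 1 (-0.133). With the lists of the VEGF cultures, 967 enriched and 951 depleted genes, all 7 features differed (adjusted permutation p = 1e-05). Lengths of the VEGF lists were 1705 against 4530 nt, GC content 49.6% against 44.98%, exons per kb 3.51 against 2.70 and AUUUA motifs 1.18 against 2.27 per kb. With lists from the fit with the length offset, the 5′ UTR, 3′ UTR and AUUUA differences no longer passed.

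The third comparison asked how the cells responded to VEGF. Of 15715 genes tested with edgeR, 852 mRNAs and 27 lncRNAs rose and 324 mRNAs and 89 lncRNAs fell. ESM1, the tip cell marker endocan (ENSG00000164283, chromosome 5, 54977867 to 55022671), rose from 159 ± 39.3 to 2295 ± 346 CPM (3.85 ± 0.24, adjusted p = 7.79e-05), and THBD, the thrombin receptor thrombomodulin (ENSG00000178726, chromosome 20, 23045633 to 23049672), from 19.3 ± 4.38 to 267 ± 55.7 (3.79 ± 0.22). A2M rose by 5.09 ± 0.42, the endocytic regulator EHD3 by 4.76 ± 0.37, the phosphatase PTP4A3 by 4.52 ± 0.32, the activin subunit INHBB by 4.59 ± 0.50 and the channel gene CALHM4 by 4.64 ± 0.44. FLRT2, an adhesion ligand of UNC5 receptors (ENSG00000185070, chromosome 14, 85530144 to 85654428), fell from 599.9 ± 35.6 to 72.0 ± 11.2 CPM (-3.06 ± 0.16). The integrin subunit ITGB8 fell as well, at -1.51 ± 0.12, with the calcium channel ITPR2 at -1.24 ± 0.11 and the membrane protein DCBLD2 at -1.33 ± 0.13.

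Others with the lowest p were the homeobox gene HLX at 3.65 ± 0.23, the kinase DGKD at 2.85 ± 0.18, the filament protein SYNM at 2.62 ± 0.17 and MYO18A, an unconventional myosin, at 1.81 ± 0.12. The chromatin remodeller subunit BICRAL fell from 25.1 ± 6.45 to 0.657 ± 0.574 CPM, and FSTL5 and RGS7BP fell to a log2 fold change of -2.99 ± 0.43 and -2.96 ± 0.24. NR2F2-AS1 (-3.04 ± 0.27) and CALCRL-AS1 (-2.80 ± 0.31) are annotated as antisense lncRNAs, and with strand use not known their values are uncertain. ENSG00000232220, a lncRNA opposite MYADM and uncertain for the same reason, had no read in H2O cells and was at least 116-fold higher after VEGF.

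Of 27 tip cell and angiogenic genes 17 rose and 2 fell, 21 and 2 adjusted over the list alone (median 0.92, camera adjusted p = 2.32e-26, adjusted p = 0.288 with an estimated correlation). The Notch ligand DLL4 lay at 2.70 ± 0.26 and PLVAP, a protein of fenestrae, at 4.23 ± 0.48. Early response genes gave 17 of 27, 18 higher and 2 lower adjusted over the list alone (median 1.21, camera adjusted p = 6.27e-21, adjusted p = 0.288 with an estimated correlation). SPRY4 lay at 2.81 ± 0.22, EGR1 at 2.59 ± 0.27 and NR4A1 at 2.95 ± 0.34. Notch, arterial and venous genes gave 10 and 1 of 25, 15 and 3 adjusted over the list alone (median 0.50, camera adjusted p = 7.91e-08, adjusted p = 0.510 with an estimated correlation). The netrin receptor UNC5B rose by 4.01 ± 0.49 and SOX18 by 1.30 ± 0.14, while NR2F2, a regulator of venous identity, fell at -1.45 ± 0.21. Endothelial identity genes gave 6 of 24, 10 adjusted over the list alone (median 0.27, camera adjusted p = 3.25e-06, adjusted p = 0.510 with an estimated correlation).

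Coagulation genes gave 5 higher and 1 lower of 20, 8 and 1 adjusted over the list alone (median 0.26, camera adjusted p = 1.40e-04, adjusted p = 0.716 with an estimated correlation). The plasminogen activator PLAT lay at 1.66 ± 0.19 and TFPI, an inhibitor of the clotting cascade, at -1.16 ± 0.18. Junction genes gave 4 of 22, 8 adjusted over the list alone (median 0.26, camera adjusted p = 1.58e-04, adjusted p = 0.716 with an estimated correlation). CTNNB1 lay at 1.28 ± 0.19 and GJA1 at 1.15 ± 0.30. TGF-beta targets and matrix genes went both ways, 10 higher and 4 lower of 37, 13 and 7 adjusted over the list alone (median 0.21, camera adjusted p = 0.0465, adjusted p = 0.858 with an estimated correlation). LOX lay at 1.24 ± 0.26, ADAMTS1 at 1.57 ± 0.23 and COL3A1 at -2.74 ± 0.41. Leukocyte adhesion genes gave 2 lower of 21, 3 adjusted over the list alone (median -0.47, camera adjusted p = 0.0184, adjusted p = 0.858 with an estimated correlation), among them the chemokine CCL2 at -0.91 ± 0.24. EV biogenesis genes gave 4 of 41, 9 adjusted over the list alone (median 0.19, camera adjusted p = 0.00944, adjusted p = 0.858 with an estimated correlation). VPS37B lay at 0.70 ± 0.11 and CD81 at 0.70 ± 0.14.

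Nuclear-retained lncRNAs gave 2 lower of 10, 1 higher and 4 lower adjusted over the list alone (median -0.55, camera adjusted p = 0.0613, adjusted p = 0.716 with an estimated correlation), JPX at -0.92 ± 0.22 and PVT1 at -1.32 ± 0.32. The study's own genes gave 3 and 1 of 27, 4 and 1 adjusted over the list alone, DEPP1 at 2.66 ± 0.25 and HDAC5 at 1.70 ± 0.13, with a median of 0.07 that turned to -0.02 with upper-quartile and -0.06 with library size scaling but was 0.06 relative to all genes under the latter (camera adjusted p = 0.01997, adjusted p = 0.716 with an estimated correlation). Stromal markers gave 1 of 6, COL3A1, and 4 adjusted over the list alone (median -0.72, camera adjusted p = 0.00483, adjusted p = 0.288 with an estimated correlation). Ribosomal DNA repeat lncRNAs gave 1 of 7, 5 adjusted over the list alone (median 0.77, camera adjusted p = 0.00142, adjusted p = 0.510 with an estimated correlation). Camera also passed histones (median 0.24, adjusted p = 0.00264, and adjusted p = 0.858 with an estimated correlation) and cholesterol synthesis (median 0.28, 9 of 21 adjusted over the list alone, adjusted p = 0.00423, and adjusted p = 0.716 with an estimated correlation). Proliferation genes passed too (median 0.16, adjusted p = 0.0460, and adjusted p = 0.858 with an estimated correlation). Translation factors had a median of 0.11 that turned to -0.02 with library size scaling but was 0.11 relative to all genes under it (camera adjusted p = 0.0918, adjusted p = 0.882 with an estimated correlation). In edgeR 0 histone, cholesterol synthesis, proliferation or translation factor genes passed over all genes, with 4, 9, 4 and 2 at an unadjusted p under 0.05, 0, 3, 0 and 0 in DESeq2 and 0, 9, 0 and 1 in limma-voom.

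Lists that did not pass camera in cells were those of ribosomal proteins (median 0.07), mitochondrially encoded mRNAs (-0.04), oxidative phosphorylation (0.06), snoRNA hosts (-0.05), glycolysis (0.07), unfolded protein response (0.02), interferon response (0.02), hnRNP (-0.01) and epithelial markers (-0.36), with differing signs of median, mean and test in the interferon and hnRNP lists. Within them NDRG1, a hypoxia-induced gene, rose by 1.23 ± 0.13, the lncRNA CYTOR by 0.60 ± 0.13 and the stress pseudokinase TRIB3 by 0.78 ± 0.17, while RIGI, a sensor of viral RNA, fell at -0.58 ± 0.17 and SNHG3 at -0.54 ± 0.14. Of the 1292 genes that passed, 1287 had separated groups against 27.5% of all genes tested. The count was 2517 with limma-voom, 705 with the length offset and 184 in a fit of all 12 libraries, and 647, 514 and 738 without VEGF cell library 1, H2O cell library 2 or H2O cell library 3. Upper-quartile scaling moved the median of all genes from -0.03 to -0.11 and library size scaling to -0.16, and the share of passing genes that rose went from 68.0% to 57.4% and 50.3%. Without VEGF cell library 2 camera no longer passed EV biogenesis, TGF-beta and matrix, the study's genes, nuclear-retained lncRNAs, proliferation or translation factors (adjusted p = 0.140, 0.383, 0.230, 0.174, 0.256 and 0.853). Without H2O cell library 3 it lost TGF-beta and matrix, nuclear-retained lncRNAs, proliferation, histones and translation factors (adjusted p = 0.466, 0.137, 0.114, 0.216 and 0.704), and without H2O cell library 1 leukocyte adhesion, whose median went to 0.003, and proliferation (adjusted p = 0.483 and 0.281). The median of the study's genes was -0.015 without VEGF cell library 2.

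**Figure D4:**
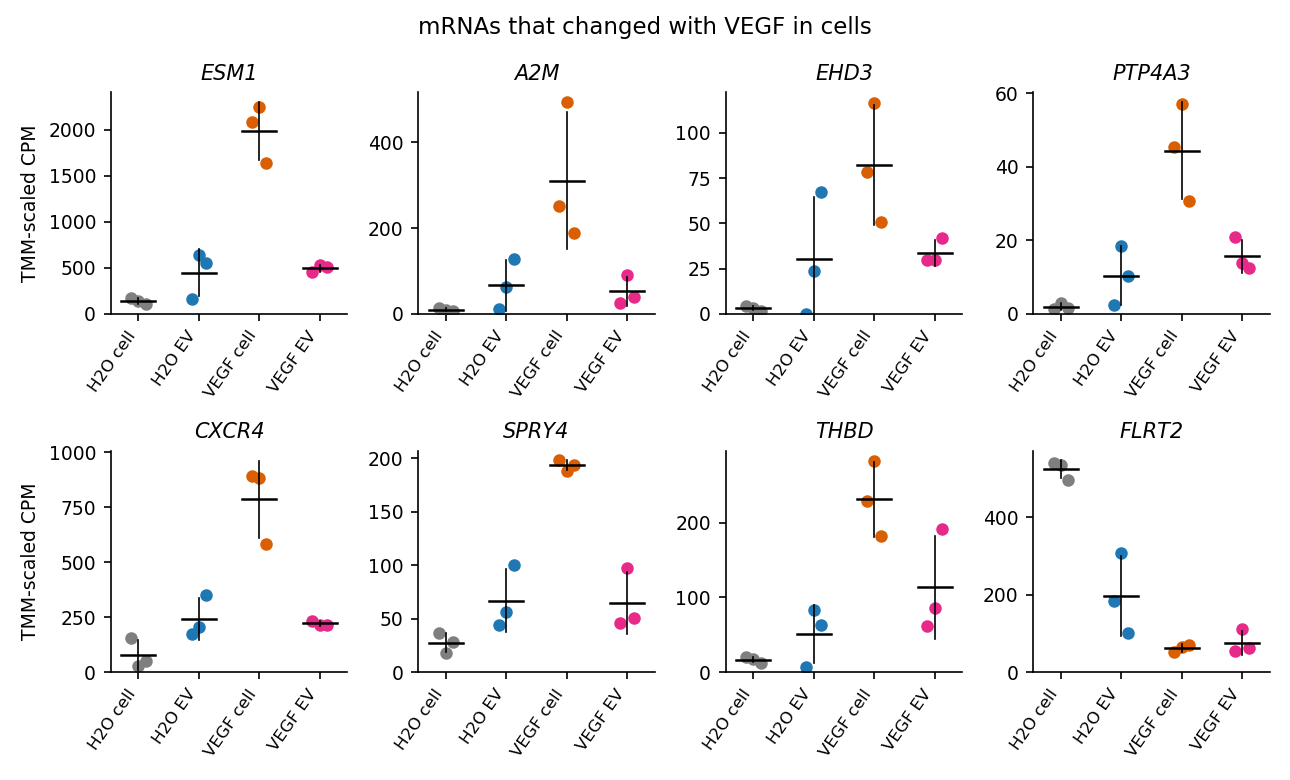
Normalised CPM of 8 genes in each of the 12 libraries, with a dot per library, a line at the mean and a bar of 1 SD. ESM1, A2M, EHD3 and PTP4A3 differ between VEGF and H2O cells, while their values in VEGF and H2O EVs overlap.

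The fourth comparison asked whether the EVs carried the same response. Of 10276 genes tested with edgeR, 0 passed the threshold, with 322 at an unadjusted p under 0.05 and 0 with DESeq2 or limma-voom on the same counts. It was 54 with DESeq2, a length offset and a TPM of 1, 52 with the rescaled TPM, a filter chosen after seeing the data, and 36 in edgeR with no low-count filter. Of the 10 genes with the largest change in cells, 9 of which rose, 8 could be tested in EVs. The median log2 fold change was 4.55 over the 10 in cells and 0.33 over the 8 in EVs. UNC5B, at 1.74 ± 0.50 in EVs, and PPM1H, a phosphatase, at 2.62 ± 1.10, had an unadjusted p under 0.05. ESM1 stood at 395 ± 221 CPM in H2O EVs and 430.3 ± 34.0 in VEGF EVs (0.11 ± 0.38), A2M at 59.3 ± 53.0 and 45.3 ± 29.6 (-0.38 ± 0.62) and EHD3 at 26.9 ± 30.5 and 29.4 ± 6.68 (0.12 ± 0.77).

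Among lists, camera passed 7 of 24 in EVs, each without a member past the threshold over all genes in edgeR. Ribosomal proteins had a median of 0.27, with 1 adjusted over the list alone, RPL26 at 1.98 ± 0.46 (camera adjusted p = 4.66e-06, adjusted p = 0.741 with an estimated correlation). Mitochondrially encoded mRNAs had a median of 1.41 (camera adjusted p = 0.0182, adjusted p = 0.741 with an estimated correlation). MT-CYB lay at 1022 ± 948 CPM after H2O and 3195 ± 4718 after VEGF. The rise rests on VEGF EV library 3, where these mRNAs made up 8.99% of the reads against 0.318 and 1.28% in the other VEGF EV libraries, and without it the median was -1.07. The snoRNA hosts lay at 0.32 (camera adjusted p = 0.0988, adjusted p = 0.714 with an estimated correlation). Ribosomal DNA repeat lncRNAs fell as a group at -1.80, 5 adjusted over the list alone (camera adjusted p = 6.63e-06, adjusted p = 0.714 with an estimated correlation). Junction genes lay at -0.32 (camera adjusted p = 0.00113, adjusted p = 0.526 with an estimated correlation). Coagulation genes lay at -0.47 (camera adjusted p = 0.0213, adjusted p = 0.714 with an estimated correlation) and endothelial identity genes at -0.13, which turned to 0.11 with library size scaling but was -0.11 relative to all genes under it (camera adjusted p = 0.0972, adjusted p = 0.741 with an estimated correlation). Adjusted over the list alone, JUNB at 2.28 ± 0.65, NRARP at 1.58 ± 0.50 and DEPP1 at 1.04 ± 0.31 also passed, and KDR at -0.91 ± 0.29. Chance gives 10% of genes separated groups, and 9.55% of the genes tested had them. Library size scaling moved the median of all genes from 0.03 to 0.26. The list count was 15 without H2O EV library 1, 3 without H2O EV library 2 and 2 without both EV libraries numbered 2. Ribosomal proteins were lost without H2O EV library 2 (camera adjusted p = 0.491) and mitochondrially encoded mRNAs without H2O EV library 1 (0.848). The snoRNA hosts were lost without H2O EV 2, VEGF EV 1 or VEGF EV 2 (0.975, 0.477 and 0.299), coagulation without H2O EV 2 or 3 (0.491 and 0.109), and endothelial identity without H2O EV 2 or 3 or VEGF EV 1 or 2 (0.277, 0.282, 0.331 and 0.197). Ribosomal DNA repeat lncRNAs and junction genes passed with each library left out.

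The fifth comparison tested the change in packaging itself, the EV-to-cell difference after VEGF minus that after H2O. Of 15021 genes tested over all 12 libraries, 5 were higher and 28 lower. ESM1 stood at 139 ± 31.9 CPM in H2O cells, 447 ± 254 in H2O EVs, 1986 ± 313 in VEGF cells and 493 ± 38.89 in VEGF EVs, a difference of log2 fold changes of -3.71 ± 0.50 (adjusted p = 0.00983). A2M gave -5.43 ± 0.81, EHD3 -4.60 ± 0.85, INHBB -4.52 ± 0.98, PTP4A3 -4.11 ± 0.74, CXCR4 -3.46 ± 0.61, SPRY4 -2.81 ± 0.48 and CTNNB1 -1.66 ± 0.34. In the other direction were NBPF12 at 5.61 ± 0.81 and the paralog-rich GTF2H2C, a subunit of TFIIH, at 2.58 ± 0.49. SELENOO, a mitochondrial selenoprotein, and HNRNPUL2-BSCL2 had no read in H2O EVs, and LMBRD1 none in VEGF EVs (adjusted p = 0.0969, 0.0783 and 0.0622 in edgeR).

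Tip cell genes had a median interaction of -0.74, with 2 of 27 lower and 15 adjusted over the list alone (camera adjusted p = 6.95e-15, adjusted p = 0.145 with an estimated correlation). Early response genes gave -0.53, with 1 of 28 lower and 6 adjusted over the list alone (camera adjusted p = 4.43e-05, adjusted p = 0.145 with an estimated correlation). Junction genes gave -0.50, 1 of 22 and 5 adjusted over the list alone (camera adjusted p = 2.10e-08, adjusted p = 0.145 with an estimated correlation). Coagulation genes gave -0.73, 1 of 20 and 6 adjusted over the list alone (camera adjusted p = 5.34e-06, adjusted p = 0.286 with an estimated correlation). Endothelial identity genes gave -0.57 with 4 of 24 adjusted over the list alone (camera adjusted p = 1.16e-06, adjusted p = 0.145 with an estimated correlation). Notch and arteriovenous genes gave a median of -0.33, a mean of 0.14 and a negative test (camera adjusted p = 0.00788, adjusted p = 0.345 with an estimated correlation), with 1 of 25 lower and 3 higher and 4 lower adjusted over the list alone. TGF-beta targets and matrix genes gave -0.32 (camera adjusted p = 0.0722, adjusted p = 0.852 with an estimated correlation).

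Ribosomal DNA repeat lncRNAs gave a median interaction of -2.51, 5 of 7 adjusted over the list alone (camera adjusted p = 1.12e-06, adjusted p = 0.236 with an estimated correlation). Higher as groups were ribosomal proteins at 0.24, 1 adjusted over the list alone (camera adjusted p = 6.38e-04, adjusted p = 0.852 with an estimated correlation). Also higher were snoRNA hosts at 0.33 (camera adjusted p = 0.0218, adjusted p = 0.401 with an estimated correlation), mitochondrially encoded mRNAs at 1.47 (camera adjusted p = 0.0929, adjusted p = 0.852 with an estimated correlation) and stromal markers at 0.67, 1 of 7 adjusted over the list alone (camera adjusted p = 0.0966, adjusted p = 0.336 with an estimated correlation). Without VEGF EV library 3 the mitochondrial median reversed to -0.9872, and camera no longer passed that list without VEGF cell 3, H2O cell 1 or 3, or H2O EV 1 or 3 (adjusted p 0.107 to 0.845). Nor did it pass stromal markers without VEGF cell 2 or 3, H2O cell 2 or 3, VEGF EV 1 or 2, or H2O EV 2 or 3 (0.123 to 0.532). TGF-beta and matrix genes were lost without VEGF cell 2, H2O cell 3, VEGF EV 1 or 2, or H2O EV 2 or 3 (0.131 to 0.420), Notch genes without VEGF EV 2 (0.129), and ribosomal proteins and snoRNA hosts without H2O EV 2 (0.627 and 0.322) or VEGF EV 1 (0.342 and 0.113). The gene count was 5 with library size scaling, which moved the median of all genes from 0.07 to 0.37, 5 with limma-voom, 262 with DESeq2 and 0 with the length offset in edgeR, with 1297 genes at an unadjusted p under 0.05 in the main setting. It was 9 and 4 without VEGF cell library 1 or 2, 15 without VEGF EV library 1, 7 and 4 without H2O cell library 2 or 3, 72 and 12 without H2O EV library 1 or 3, and 110 without both EV libraries numbered 2. The excess of lower genes, 28 to 5, was not kept in all of these, with 128 lower and 129 higher in DESeq2 with a length offset and a TPM of 1, 59 and 51 without both EV libraries numbered 2, and 2 and 3 with library size scaling.

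The change in packaging was set against the change in cells, which enters both measures with opposite sign. Across 15021 genes the Pearson r was -0.337, against a mean of -0.243 in 25 simulated data sets with no change in cells or EVs, -0.165 with EV change equal to cell change and -0.346 with changed cells and unchanged EVs. For lncRNAs alone the r of -0.241 lay inside the ranges with no change (-0.283 to -0.220) and with equal change (-0.2699 to -0.173). The EV change itself, which shares no library with the cell change, was then regressed on the cell change over 1270 genes that passed in cells. The slope was 0.214 (bootstrap SD 0.0492 over genes, interval 0.113 to 0.302) and the Pearson r across genes 0.227, and 64.0% of the genes had the same sign. Simulated data gave slopes of 0.893 to 1.02 with EV change equal to cell change of -0.0669 to 0.0704 with changed cells and unchanged EVs, and of -0.219 to 0.247, a range that holds the observed slope, with no change in cells or EVs. The r and the share with the same sign lay outside the simulated ranges, which were 0.708 to 0.790 and 87.2 to 90.6% with equal change, -0.0863 to 0.0841 and 48.3 to 54.5% with unchanged EVs, and -0.0524 to 0.0568 and 46.5 to 52.7% with no change. Genes are not independent replicates, and without H2O EV library 2 the slope was 0.0627 and the r 0.0426, both inside the ranges for unchanged EVs, while the share was 62.1%, outside them.

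**Figure D5:**
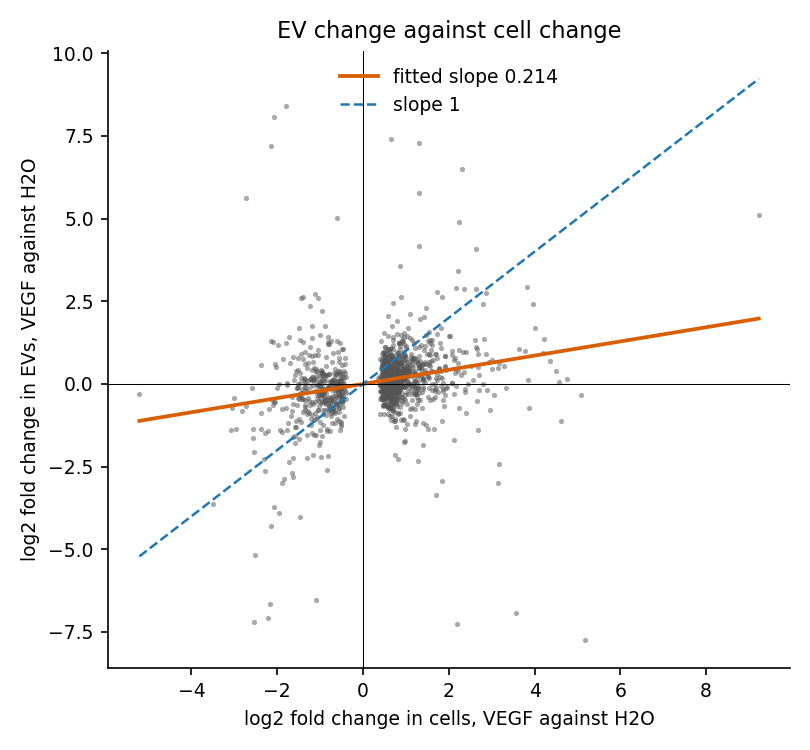
Log2 fold change of VEGF over H2O in EVs against that in cells for the 1270 genes that passed in cells, 1 dot per gene. The solid line has the fitted slope of 0.214 and the dashed line a slope of 1.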

Values the study reported

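The study detected 12,458 protein-coding and 6544 lncRNA genes in cells, and found 10,761 of these mRNAs and 2393 of these lncRNAs in EVs as well. It gave a correlation of EV with cell abundance of 0.86 for mRNA and 0.61 for lncRNA in untreated cultures, and of 0.942 and 0.828 after VEGF. In untreated cultures it counted 609 protein-coding and 72 lncRNA genes as enriched in EVs and 680 and 123 as depleted. Its median transcript length was 1993 nt for EV-enriched and 3938 nt for EV-depleted transcripts, with 3′ UTRs of 708 and 1496 nt and 5′ UTRs of 176 and 198 nt, the last with p = 0.374.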

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

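Tests chosen only after the results were seen were the depth and wrong-treatment tests of the EV response, the shares of cell RNA computed without ribosomal DNA repeat lncRNAs, and the splits of the samples. The interaction test itself drew attention to the following results, as a difference between the EV-to-cell contrasts of the 2 treatments. It passed 33 genes in edgeR. HNRNPUL2-BSCL2 and SELENOO, with no read in H2O EVs, had adjusted p of 0.0783 and 0.0969, and LMBRD1, with no read in VEGF EVs, 0.0622. NBPF12 had a value of 5.61 and GTF2H2C of 2.58. Lower were A2M at -5.43, EHD3 at -4.60, INHBB at -4.52, PTP4A3 at -4.11, ESM1 at -3.71, CXCR4 at -3.46, SPRY4 at -2.81 and CTNNB1 at -1.66. List medians were 0.239 for ribosomal proteins, 1.47 for mitochondrially encoded mRNAs, 0.330 for snoRNA hosts and 0.671 for stromal markers. They were -2.51 for ribosomal DNA repeat lncRNAs, -0.739 for tip cell genes, -0.531 for early response genes, -0.730 for coagulation, -0.497 for junctions, -0.328 for Notch and arteriovenous genes, -0.325 for TGF-beta targets and matrix, and -0.570 for endothelial identity.

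RNA classes kept out of the fits also gave a signal, with no control samples to set a level. In EVs the mean CPM after VEGF over that after H2O was 3.00 for 7SK RNA (19218 ± 12915 over 6413 ± 234, and a ratio of 1.86 without VEGF EV library 3), 1.62 for the 7SL RNA of the signal recognition particle, 1.63 for U2 snRNA and 1.63 for U6 snRNA, and in cells it was 1.16 for Cajal body RNAs. These 5 stood out of 26 values searched, 13 families in cells and in EVs, because all their VEGF libraries lay above all H2O libraries. Chance gives separated groups to 10% of values counting both directions and this direction to 5%, or 1.3 of 26, and adjustment for the search was not made.

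Chance was not excluded for the interaction. Of 100 splits of the libraries within their compartments 9 gave at least as many genes as the 33 of the real split, the highest other 138, and 24 gave at least as many lists as its 12, the highest other 15. The gene counts point to the response of the cells, because every other split with at least 33 genes kept the treatment groups of the cells and so carried that response into the test. Of 10 other splits that kept those groups, 8 reached 33 genes, with 16 to 138, while the 89 that mixed them gave 0 to 4 in edgeR. Splits of this kind therefore decide little about the 33 genes. With 3 against 3 there are only 10 splits, too few for a share under 0.05. For genes in EVs against cells the real split gave 547 after H2O and 2011 after VEGF, reached by that 1 split alone, and the highest other gave 0. For VEGF against H2O it gave 1292 in cells, again reached by 1 split with 0 as the highest other, and 0 in EVs, reached by all 10 with 1 as the highest other. For lists the real and the highest other counts were 13 and 16 in H2O, 20 and 16 in VEGF, 17 and 21 in cells and 7 and 12 in EVs, reached by 4, 1, 6 and 4 splits.

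The EV change had a slope of 0.214 on that of the cells, where simulated EVs that changed as the cells did gave 0.893 to 1.02. Low depth would leave abundant genes with a steeper slope, but genes with a mean of 10 CPM in every group gave 0.218 (SD 0.0208), which argues against it. Background RNA common to all EV libraries is not decided, since its unmeasured profile sets which genes it flattens most. The slope of the EV-enriched genes less that of the EV-depleted genes was -0.170 (SD 0.0958, 0.141 and 0.311). Whether an EV library carries the wrong treatment stays open, because the lowest score of a VEGF EV library exceeded the highest of an H2O EV library by only 0.0287 (SD 0.0493). Mixing of EVs between the cultures of the 2 treatments, which could leave VEGF-response genes high in H2O EVs and low in VEGF EVs, was not tested, and neither was slow turnover or selective export as a biological cause.

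The EV libraries numbered 2 were more like cells than the others. Depth was excluded, since after thinning to equal totals they still led the next EV library by at least 0.0601 in their mean correlation with cells. RNA of intact cells would give the same share from EV-enriched and EV-depleted genes, and the first test on the H2O library gave shares that differ by 0.712 (SD 0.142). That test was void, because ribosomal DNA repeat lncRNAs enter the totals and move the CPM of every other gene. Without them the shares were 0.508 and 0.519, a difference of 0.0111 (SD 0.0253). Cell RNA may thus make up about such a share of H2O EV library 2, with the EV profile assumed from the other 2 libraries. In VEGF EV library 2 the larger share was 0.0667 (SD 0.0172) under the same assumption, which leaves it open.

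Messenger RNAs of protein families classed as membrane or secreted were lower in EVs than those of families classed as cytosolic. In the VEGF comparison 93 of 455 were EV-depleted and 11 EV-enriched in the former, against 3 and 123 of 288 in the latter. The medians differed by -1.30, and by -0.883 (SD 0.0655) after a regression on transcript length, GC content and abundance. That remainder argues against these as the whole cause. After H2O the same values were -1.08 and -0.588, with 19 of 438 membrane and secreted genes EV-depleted and 3 EV-enriched, against 2 and 82 of 289 cytosolic genes. Ribosomal proteins held many of the cytosolic calls. Without them 51 of 196 were EV-enriched after VEGF and 13 of 197 after H2O, and the medians after regression differed by -0.754 (SD 0.0687) and -0.462. Retention of these mRNAs at the endoplasmic reticulum is a possible biological explanation that was not tested.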

How the results depend on the processing

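Chosen only after the data were seen were the rescaled TPM filter, leaving out both EV libraries numbered 2, leaving out VEGF cell library 2 with H2O cell library 3, and the feature lists from the length offset. No gene called in the main fit was called in the opposite direction in any setting, while counts moved widely. Unless stated, the cause was not tested. Of the values of gene lists under alternatives, 1418 kept their side of the threshold, 188 lost it, 55 gained it and 2 reversed, and of those of named genes 5498, 673, 131 and 0. Of the 188 losses 69 came with an estimated correlation, 55 with a library left out, 30 with fry and 11 with the length offset.

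The 547 genes of EVs against cells after H2O were 34 with library size scaling, 1410 with DESeq2, 355 with limma-voom, 61 with the length offset, 1237 with DESeq2, length offset and a TPM of 1, 1370 with the rescaled TPM, 908 with all 12 libraries in 1 fit and 260 at 0.05. Leaving out a library gave 17 (H2O cell 3) to 2316 (H2O EV 2). The 2011 after VEGF were 710 with the length offset, 1288 at 0.05, and 718 (VEGF cell 1) to 3436 (VEGF EV 3). The 1292 of VEGF in cells were 2517 with limma-voom, 705 with the length offset, 184 with all 12 libraries, 793 at 0.05, and 514 (H2O cell 2) to 1573 (H2O cell 1). No label says that replicate numbers pair the libraries. Deviations from the group means of VEGF and H2O libraries of the same number correlated at -0.00313, 0.378 and 0.612 in cells and at 0.0838, 0.1196 and 0.00837 in EVs, and not every library correlated best with its own number. VEGF EVs and H2O cells, which no comparison sets against each other alone, gave 0.1276, 0.136 and 0.247, each best with its own number. Pairing stays open. A block for the number called 661 genes after H2O (338 EV-enriched), 418 of them shared with the 547, 1577 after VEGF (711 EV-enriched), 2350 in cells, 0 in EVs in edgeR (288 at an unadjusted p under 0.05) and 37 in the interaction. The 0 of VEGF in EVs were 54 with DESeq2, length offset and a TPM of 1, 52 with the rescaled TPM, 36 with no low-count filter, 1 with a TPM filter, 5 with all 12 libraries, and 0 to 1 in edgeR with a library left out, where 322 genes had an unadjusted p under 0.05 in the main fit. The 33 of the interaction were 5 with library size scaling, 262 with DESeq2, 5 with limma-voom, 0 with the length offset, 257 with DESeq2, length offset and a TPM of 1, 250 with the rescaled TPM, 203 with no low-count filter, 110 without both EV libraries numbered 2, 0 without VEGF cell 2 and H2O cell 3, 18 at 0.05, and 4 to 72 with a library left out.

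With an estimated correlation camera called 0 lists in every comparison, against 13, 20, 17, 7 and 12. Fry called 5 in cells, 0 in EVs and 4 in the interaction. In cells 11 lists were called without VEGF cell 2, the lowest, and also without it and H2O cell 3, and in EVs 3 (H2O EV 2) to 15 (H2O EV 1), and 2 without both EV libraries numbered 2. Without VEGF EV 3 the median of mitochondrially encoded mRNAs reversed from 1.41 to -1.071 in EVs and from 1.47 to -0.9872 in the interaction, the lowest with a library left out, while the highest were 2.336 and 2.395 without H2O EV 2.

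The correlation of packaging change with cell change, -0.337, was -0.564 at 10 CPM, -0.239 without both EV libraries numbered 2, -0.124 and -0.199 with the cell change from number 1 or 2 alone, and -0.397 to -0.197 with a library left out. For lncRNA, -0.241 became -0.596, -0.177 without both EV libraries numbered 2, -0.327 without VEGF cell 2 and H2O cell 3, and -0.310 to -0.176. The slope of 0.214 was 0.137 without both EV libraries numbered 2, 0.269 with the cell change from number 1, and 0.0627 (H2O EV 2) to 0.277 (VEGF EV 2). Its correlation of 0.227 was 0.292 as Spearman rho, 0.357 at 10 CPM, 0.0863 without both EV libraries numbered 2, 0.332, 0.298 and 0.325 with the cell change from number 1, 2 or 3, and 0.0426 (H2O EV 2) to 0.239 (VEGF EV 2). Over all genes the slope of 0.133 reversed to -0.27955 without H2O EV 2, the lowest with a library left out (highest 0.329, VEGF EV 2), and to -0.0522 without both EV libraries numbered 2.

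With lists from the length offset, of 34 and 25 genes, the median differences were -61.0 nt for the 5′ UTR, 147 nt for the 3′ UTR and 0.183 AUUUA motifs per kb, none past the threshold, against -69.0, -1132.5 and -0.603. The AUUUA difference also missed it at -0.374 without ribosomal proteins, at -0.654 with genes matched on abundance, and at -0.399 and -0.452 without H2O EV 1 or 3, and was -1.02 without H2O EV 2. Features were not tested without H2O cell 1 or 3, which left 6 and 1 EV-depleted genes, and without H2O cell 2, which left 10, only transcript length, exons per kb and GC content were.

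The abundance correlation after H2O was 0.778 (H2O EV 2) to 0.874 (H2O cell 3) for mRNA with a library left out, and for lncRNA 0.605 with a pseudocount of 0.1 and all genes of the cells, 0.585 at a TPM of 10, 0.656 as Spearman rho and 0.669 (H2O EV 2) to 0.754 (H2O cell 3) with a library left out. After VEGF it was 0.817 for mRNA at a TPM of 10, and 0.634 and 0.641 for lncRNA with the pseudocount and as rho. Thinning each comparison to its shallowest library gave 512 genes for EVs against cells after H2O, 1792 after VEGF, 1387 for cells, 0 for EVs in edgeR (273 at an unadjusted p under 0.05) and 23 for the interaction.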

Other observations

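No test of this part was chosen only after its result was seen. HBB mRNA stood at 99.7 ± 58.8 CPM in H2O EVs and 74.1 ± 53.3 in VEGF EVs and at 0.364 and 0.327 CPM in the cells. Its source was not tested, and other members of the blood list were too few to test as a list.

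Of the EV-enriched mRNAs named above RAB13, TRAK2, NET1, KIF1C and RASSF3 belong to a set known from migrating cells to be carried to the tips of protrusions. The hypothesis that such mRNAs are packaged preferentially was tested on 7 further members whose values had not been looked at, against 10000 random lists matched on length and abundance. Their median log2 fold change after VEGF was 0.88, at percentile 99.98, where random lists had a median of -0.15, and 5 of the 7 were EV-enriched. PALLD lay at 1.58, DDR2 at 1.32, PKP4 at 1.04, KANK2 at 0.88 and DYNLL2 at 0.77, while CYB5R3 at 0.22 and INPP1 at -0.13 did not pass. After H2O the median was 0.81, at percentile 100, with 3 of 7 EV-enriched. These values are consistent with a link between transport to protrusions and packaging, which may also reflect a shared property not matched for.

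Detection in both H2O compartments gave 6060 mRNAs and 527 lncRNAs here. Both are lower than the values quoted above. With TPM rescaled over mRNA and lncRNA genes, both rose, to 10899 and 2622.

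The EV-enriched mRNAs after H2O numbered 319 here. This is lower than the count quoted above. The EV-depleted mRNAs numbered 144 and the EV-depleted lncRNAs 33. Both are lower than the counts quoted above.

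The 5′ UTR of EV-enriched genes had a median of 104 nt. This is shorter than the length quoted from the study above.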
